# Transcriptome datasets from leaves and fruits of the sweet cherry cultivars ‘Bing’, ‘Lapins’ and ‘Rainier’

**DOI:** 10.1016/j.dib.2019.01.044

**Published:** 2019-01-22

**Authors:** Jonathan Maldonado, Amit Dhingra, Basilio Carrasco, Lee Meisel, Herman Silva

## Abstract

Sweet cherry fruits from different cultivars have different pre- and post-harvest qualities. Here we present the transcriptome profile datasets of leaves and mature fruits of three sweet cherry cultivars (‘Bing’, ‘Lapin’ and ‘Rainier’). Using 454 GS-FLX technology (454 Life Sciences, Roche), transcriptomes of leaves and mature fruits were obtained from these cultivars. These transcriptome data sets are reported here.

**Specifications table**

**Table:** 

Subject area	Biology
More specific subject area	Plant biology; Bioinformatics; Agronomy
Type of data	Table, text file, graph, figure
How data was acquired	RNA deep sequencing, 454 FLX
Data format	Raw
Experimental factors	Extraction of total RNA from leaves and fruit of Bing, Lapins and Rainier sweet cherry cultivars.
Experimental features	Shotgun sequencing of total RNA followed by bioinformatics analysis for differential gene expression
Data source location	La Palma Experimental Station, Faculty of Agronomy PUCV, Quillota (latitude 32º 54׳ S and longitude 71º 12׳ W); Los Andes (latitude 32° 49׳ S and longitude 70° 35׳ W) and San Francisco de Mostazal (latitude 33° 59׳ S and longitude 70° 41׳ W).
Data accessibility	The nucleotide sequences of raw reads were submitted to NCBI’s Sequence Read Archive through the BioProject PRJNA497458 (https://www.ncbi.nlm.nih.gov/bioproject/?term=PRJNA497458) and RNAseq data were submitted to NCBI’s Gene Expression Omnibus database with the accession number GSE121997 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121997).
Related research article	J.C. Rios, F. Robledo, L. Schreiber, V. Zeisler, E. Lang, B. Carrasco, H. Silva, Association between the concentration of n-alkanes and tolerance to cracking in commercial varieties of sweet cherry fruits, Scientia Horticulturae, 197 (2015) 57-65. http://dx.doi.org/10.1016/j.scienta.2015.10.037

**Value of the data**

• These sweet cherry transcriptome datasets may be used to improve the genome assembly and annotation of *Prunus avium* [1].
• Transcriptome datasets may be used to mine for Single Nucleotide Polymorphisms (SNPs) that are polymorphic between these sweet cherry cultivars.
• Transcriptome datasets may be used to identify differentially spliced transcripts in sweet cherry leaves and fruits.
• These datasets may be used to identify differentially expressed genes that may correlate with the phenotypic variabilities among these and other sweet cherry cultivars.
• Profiling of leaf and fruit transcriptome datasets may be used to identify genetic targets for molecular markers assisted breeding programs [2], [3], [4].

## 1 Data

Here we report the transcriptome datasets of leaves and fruits of three sweet cherry cultivars (‘Bing’, ‘Lapin’ and ‘Rainier’) with contrasting pre- and post-harvest fruit qualities (Table S1). 

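Leaves and ripe fruits of 3 cultivars were compared, each cultivar from its own site. ‘Bing’ came from Quillota, ‘Lapins’ from Los Andes and ‘Rainier’ from San Francisco de Mostazal. The paper's values in Table S1 give the fruit traits of the 2012 season. ‘Bing’ is listed as dark mahogany with 25.9 ºBrix of soluble solids and a firmness of 416.37 g/mm. ‘Lapins’ is listed as red mahogany with 20.05 ºBrix and 330.74 g/mm. ‘Rainier’ is listed as bicolour with 17.45 ºBrix and 327.45 g/mm, and with the heaviest fruit of the table, 11.14 g against 9.31 g for ‘Bing’ and 9.07 g for ‘Lapins’. There were 6 libraries, 1 for each cultivar and tissue, so a comparison of cultivars within a tissue has 1 library per arm and no replicate check, and cultivar and site cannot be told apart. Leaf and fruit were each represented by the 3 cultivars. The authors mapped the trimmed pyrosequencing reads to predicted coding sequences and deposited, for each library, the number of unique reads and of total reads per gene. The sums of unique reads were 89009, 70058 and 70196 in leaves of ‘Bing’, ‘Lapins’ and ‘Rainier’ and 116264, 74371 and 83953 in their fruits, and all values here use unique reads unless total reads are named. At this depth 3 reads, the number that a count of 0 still allows, correspond to between 0.258 and 0.428 reads per 10000 unique reads. Intervals on reads cover counting error alone. Pairs of cultivars were compared with the Z-test on proportions of reads. Fruit and leaf were compared with edgeR's quasi-likelihood test with TMM normalisation, over the 1864 genes that passed its filter on low counts.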

Total RNA sequencing resulted in 956,609 total raw reads, comprising 362 Mb of data, with an average read length of 378 bp. After trimming the number of reads was 938,279 (98% of raw reads) and the average read length was found to be 380 bp. 

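Leaf libraries held reads for 11231 genes in ‘Bing’, 10365 in ‘Lapins’ and 10117 in ‘Rainier’. Fruit libraries held reads for 11086, 9276 and 9600 genes in the same order. Together the 6 libraries touched 16519 genes, 37.8% of the 43673 predicted genes of the files, and 4717 genes had a read in every library. A further 654 genes had reads in all 3 leaf libraries and in no fruit library, and 288 genes had reads in all 3 fruit libraries and in no leaf library. Fruit reads were concentrated on fewer genes. The 10 most read genes took 8.51%, 12.3% and 16.5% of the unique reads in fruit of ‘Bing’, ‘Lapins’ and ‘Rainier’, against 6.33%, 7.91% and 9.26% in their leaves. With every library thinned to 70058 reads, the leaf libraries touched 10525, 10365 and 10110 genes and the fruit libraries 9713, 9108 and 9056. The share of genes with a read was 23.5% ± 1.79 (SD, n = 6 libraries). Total reads, which include non-specific matches, summed to 513523 over the libraries, 54.7% of the filtered reads of Table 1, and unique reads to 503851. Non-specific matches made up between 1.49% and 2.28% of a library's total reads.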

Reads mapped against *Prunus avium* genome predicted genes (n = 43,673 genes) [1] correspond to 55% of filtered reads and covered on average 24% of all genes in all samples. The summary of the data is listed in Table 1. 

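Gene names were taken from the first 581 of the 43673 rows of Table S2, the part used here, and are the best database match that the paper gives for each predicted coding sequence. Of these rows, 428 carried an informative description, and 266 described genes had at least 1 unique read. They include a chlorophyll a-b binding protein of the light-harvesting antenna, a flavonoid 3′-monooxygenase of the anthocyanin pathway, cellulose synthase A catalytic subunit 3, and chorismate mutase 2 of aromatic amino acid synthesis. Among them 9 gene groups were listed by words in the description. The largest held 31 described chloroplast or photosynthesis genes, 25 of them with reads. The list of defence and allergen genes held 22 with 15 read, hormone genes 17 with 11, cell wall and pectin genes 12 with 7, and translation and protein folding genes 11 with 7. The smaller lists were reproductive and seed tissue (8 genes, 4 with reads), flavonoid and carotenoid pigments (7 genes, 4 with reads), sugar and acid metabolism (5 genes, 4 with reads) and cuticle, wax and water (4 genes, all with reads). Genes on the remaining rows are given by their identifier alone, without a function.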

Predicted genes were also functionally annotated using Blast2GO (Table S2).

**Table 1:** Statistics of the sweet cherry transcriptome datasets.

Feature	Leaf			Fruit		
Cultivar	‘Bing’	‘Lapins’	‘Rainier’	‘Bing’	‘Lapins’	Rainier
NCBI Bioproject ID	PRJNA497458					
NCBI Biosample ID	SAMN	SAMN	SAMN	SAMN	SAMN	SAMN
	10258413	10258416	10258418	10258415	10258417	10258419
NCBI SRA ID	SRX4958445	SRX4958446	SRX4958447	SRX4958448	SRX4958449	SRX4958450
NCBI GEO ID	GSE121997					
Sequence type	454 FLX (454 Life Sciences, Roche)					
Total number of reads (raw)	165,657	143,076	143,988	208,854	144,893	50,141
Read length (raw) in base pairs	383.3	361.4	378.0	411.3	369.9	365.9
Total number of reads (filtered)	162,773	140,205	141,408	205,440	141,677	146,776
Read length (filtered) in base pairs	384.0	362.7	378.5	412.5	371.8	367.5
Total number of mapped reads	90,761	71,694	71,706	118,019	75,862	85,481
% of mapped reads	55.8%	51.1%	50.7%	57.4%	53.5%	58.2%
Number of genes with mapped reads	11,231	10,365	10,117	11,086	9276	9600
% of genes with mapped reads	25.7%	23.7%	23.2%	25.4%	21.2%	22.0%

A Principal Component Analysis of the predicted genes from all the tissue samples in the sweet cherry cultivar transcriptome datasets was performed in order to determine the similarities between the whole RNA profiles of these samples (Fig. 1).

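Leaf and fruit were the main difference between the RNA profiles. On the first principal component the leaf libraries of ‘Bing’, ‘Lapins’ and ‘Rainier’ had scores of -21.1, -24.7 and -24.6, and the fruit libraries 23.1, 22.8 and 24.5. This component held 53.0% of the variance over 16519 genes, and the next held 13.8%. On the second component ‘Bing’ lay at the same end in both tissues, at -8.68 in leaf and -20.5 in fruit, while the other libraries lay between -2.25 and 14.7. The genes with the largest weight among those described were the chlorophyll a-b binding gene Pav_sc0000877.1_g910.1.mk on the leaf side, at rank 52 of all genes, and the phosphohexomutase-family gene Pav_sc0000893.1_g010.1.mk on the fruit side, at rank 108. The first component was spread over many genes, and its 10 leading genes carried 2.82% of its squared weights. Across genes, the Pearson correlation of log10(reads + 1) was between 0.767 and 0.776 for pairs of leaf libraries and between 0.759 and 0.829 for pairs of fruit libraries. Leaf and fruit of a same cultivar correlated at between 0.524 and 0.545, within the range of leaf and fruit of different cultivars, 0.484 to 0.557. The values were log10(reads + 1), quantile normalised and centred. With each gene scaled to unit variance, the first component held 34.4%. The paper states that the components were computed to determine the similarities between the whole RNA profiles, and shows them in Fig. 1.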

**Fig. 1:**
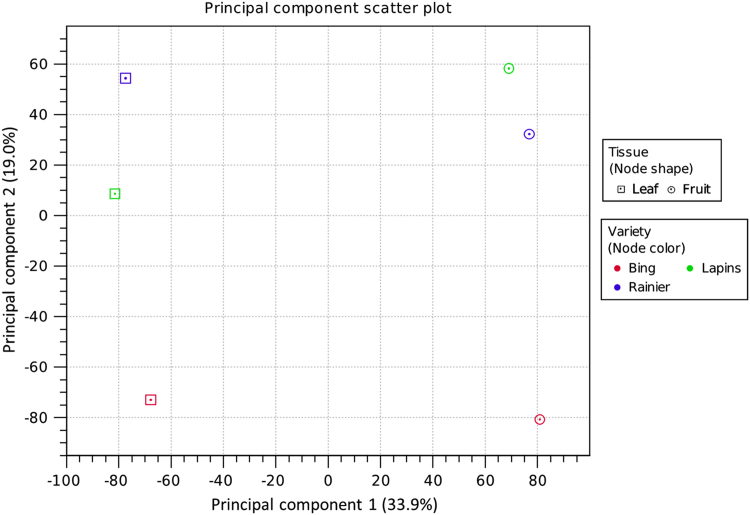
Principal component scatter plot comparing the predicted genes in the transcriptome datasets from leaf and tissue samples of ‘Bing’, ‘Lapins’ and ‘Rainier’ sweet cherry cultivars.

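Of the tested genes, 3 of 7 of the chloroplast list were lower in fruit and 2 of 2 of the cell wall list were higher. A chlorophyll a-b binding protein (Pav_sc0000877.1_g910.1.mk), which holds light-harvesting chlorophyll, had 57, 48 and 55 reads in leaves of ‘Bing’, ‘Lapins’ and ‘Rainier’ and 0, 0 and 1 in their fruits. Its share of reads was 192 times higher in leaf (exact 95% interval 33.9 to 7616, for counting error alone; adjusted p = 2.12e-06 from edgeR). This fold rests on the 1 read in ‘Rainier’ fruit. The fitted log2 fold change was -7.20, and -6.57 without ‘Bing’ fruit and -8.92 without ‘Rainier’ fruit, where the fruits left are at 0 and the value depends on the prior count. A gene with a geranylgeranyl reductase domain (Pav_sc0000877.1_g840.1.mk), of the pathway to the chlorophyll side chain, was at 5.54 ± 1.60 reads per 10000 in leaf and 0.318 ± 0.172 in fruit (SD, n = 3 cultivars; adjusted p = 2.18e-05). The Calvin cycle gene described as ribulose-phosphate 3- chloroplastic, with an epimerase-like domain, was at 5.97 ± 2.27 in leaf and 0.407 ± 0.277 in fruit (adjusted p = 4.36e-05). None of the chloroplast list was higher and 4 did not pass the test, with 3 lower also when adjusted over the list alone. Leaving out 1 library gave 3 to 8 lower, with 7 to 12 tested and none higher.
Both tested genes of the cell wall list were higher in fruit, also when adjusted over the list alone. They were the 2 of 7 genes with reads that passed the filter. With no filter on low counts, 3 of the 7 were higher, 1 was lower, a pectinesterase, and 3 did not pass. Cellulose synthase A catalytic subunit 3 (Pav_sc0000882.1_g140.1.mk) rose from 1.49 ± 0.388 to 5.97 ± 2.04 reads per 10000, a log2 fold change of 1.85 (standard error 0.47, adjusted p = 0.00386). Xyloglucan endotransglucosylase hydrolase 28, which cuts and rejoins wall xyloglucan, rose from 1.30 ± 0.730 to 4.57 ± 0.249. The largest rises among described genes that passed the filter on low counts were in Pav_sc0000893.1_g010.1.mk, of the phosphohexomutase family (log2 fold change 4.31, standard error 0.57, adjusted p from edgeR = 1.87e-05), and in a cytochrome P450 described as CYP82D47-like, Pav_sc0000890.1_g1250.1.mk (3.49, standard error 0.63, adjusted p = 0.000239). In all 8 genes carry this description, 4 of them with unique reads and 2 with non-specific reads, and their sequences were not compared. In fruits, Pav_sc0000890.1_g1250.1.mk had 128, 52 and 44 unique reads and 6, 6 and 4 non-specific reads. A TMK1-like receptor kinase (2.84), diacylglycerol kinase 2 (1.99), transmembrane 9 superfamily member 8 (1.52) and beta-adaptin B (1.24) were also higher. Lower in fruit were the BTB POZ gene At5g41330 (-2.54), PLANT CADMIUM RESISTANCE 2-like (-1.96), the SNAP33-like gene (-1.95) and OBERON 3 (-1.88). All 15 moved in the same direction in each cultivar, which their choice by a test across these cultivars favours. Leaving out 1 library moved 4 of the folds of this paragraph by more than 1.5 times. Without ‘Lapins’ leaf the log2 fold change was 5.05 for the phosphohexomutase-family gene and 4.63 for Pav_sc0000890.1_g1250.1.mk. Without ‘Bing’ leaf it was 3.51 for the TMK1-like kinase, and without ‘Bing’ fruit -3.35 for At5g41330. In the pigment list, the single tested member was the geranylgeranyl gene already counted in the chloroplast list, matched by a word of its description. It was lower, also when adjusted over the list alone, which is no further result on flavonoids or carotenoids. No tested member passed among hormones (2 genes), sugar and acid metabolism (2), defence (1) and translation (1), over all genes or over the list alone, and none was tested for cuticle or for reproductive and seed tissue. Without ‘Lapins’ leaf, 1 defence gene was lower over all genes, and 2 hormone genes were lower over the list alone. Over all 1864 tested genes, edgeR called 362 higher and 490 lower in fruit at an adjusted p under 0.05. Of genes without a description held here, Pav_sc0000058.1_g360.1.br (4, 13 and 7 reads in leaves, 2448, 2375 and 4027 in fruits) and Pav_sc0002327.1_g600.1.mk had the smallest p among those higher in fruit. Those lower were Pav_sc0001488.1_g320.1.mk (1742, 1865 and 3016 reads in leaves, 2, 2 and 3 in fruits) and Pav_sc0000554.1_g470.1.mk, at least 795-fold lower against 3 reads over the fruit libraries. With no filter on low counts, 708 genes were higher and 1249 lower. Beta-adaptin B did not pass with no filter, with DESeq2 or with the cultivar as a block (adjusted p from edgeR = 0.0521), nor without any 1 leaf library or ‘Rainier’ fruit. Xyloglucan endotransglucosylase hydrolase 28 did not pass without ‘Bing’ leaf (log2 fold change 1.35) or ‘Rainier’ leaf (1.37), transmembrane 9 member 8 without ‘Lapins’ leaf (1.29) or ‘Rainier’ leaf (1.31), and OBERON 3 without ‘Rainier’ fruit (-1.37).

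**Figure D1:**
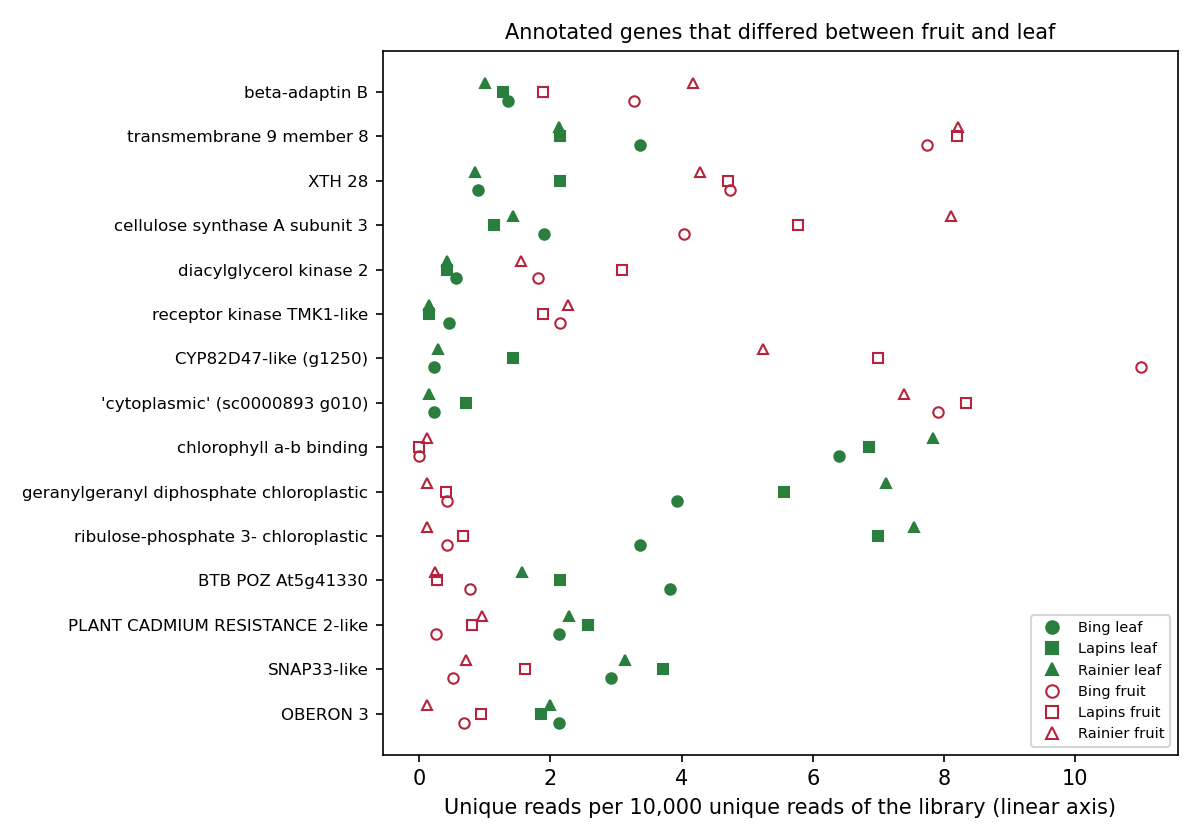
Unique reads per 10000 unique reads (horizontal axis, linear) of the 15 described genes that differed between fruit and leaf; each point is 1 library, green filled symbols are leaves and red open symbols fruits of ‘Bing’ (circles), ‘Lapins’ (squares) and ‘Rainier’ (triangles). The chlorophyll a-b binding gene lies at 7.03 on average in leaf and 0.0397 in fruit, and the phosphohexomutase-family gene, labelled cytoplasmic, at 0.36 in leaf and 7.88 in fruit.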

We analyzed the Differentially Expressed Genes (DEGs) of these transcriptome datasets using three criteria for their expression profiles: (i) the number of reads that maps to each contig was more than or equal to 10 when compared to another cultivar (dual comparison); (ii) the average fold change in transcript accumulation was more than or equal to 2-fold between cultivars and (iii) the Z-Test p-value was less than or equal to 0.05. 

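In leaves, ‘Bing’ had more reads of WRKY transcription factor 40 (Pav_sc0000890.1_g500.1.mk), a regulator of stress responses, than ‘Lapins’, with 57 against 10, a 4.49-fold higher share (exact 95% interval 2.27 to 9.85). Allene oxide synthase, an enzyme of jasmonate synthesis, had 38 reads in ‘Bing’ and 11 in ‘Lapins’ (2.72-fold, 1.36 to 5.90). Adagio 3 (Pav_sc0000893.1_g420.1.mk), an F-box protein with a blue light-sensing domain, had 35 reads in ‘Bing’, 12 in ‘Lapins’ and 11 in ‘Rainier’. The ribulose-phosphate gene of the Calvin cycle ran the other way, with 30 reads in ‘Bing’, 49 in ‘Lapins’ and 53 in ‘Rainier’ (2.08 and 2.24 times the ‘Bing’ share). ‘Lapins’ also had more reads than ‘Bing’ of an indeterminate-domain chloroplastic-like gene, 17 against 3, and of a chloroplastic phospholipid hydroperoxide glutathione peroxidase, 21 against 10. Chorismate mutase 2 was higher in ‘Rainier’ leaf than in ‘Lapins’ leaf, at 36 against 9 reads (3.99-fold, 1.89 to 9.42). ‘Bing’ leaf exceeded ‘Rainier’ leaf in an NRT1 PTR family transporter (22 against 7) and the BTB POZ gene At5g41330 (34 against 11). ‘Lapins’ leaf exceeded ‘Rainier’ leaf in the CYP82D47-like gene Pav_sc0000890.1_g1120.1.mk (14 against 3), which had no non-specific reads, and in mitogen-activated kinase 4-like (10 against 1). Most of these intervals are wide. When p was adjusted over all predicted genes, a setting chosen after the data were seen, few of the described leaf genes called still passed. They were 2 in ‘Bing’ against ‘Lapins’ and none in the other leaf pairs. Of the leaf differences given here, only that of WRKY transcription factor 40 between ‘Bing’ and ‘Lapins’ was among them.
The 3 criteria, with 10 reads taken as a minimum in at least 1 library of the pair and p unadjusted, called 313 genes higher in ‘Bing’ and 266 higher in ‘Lapins’ among leaves. Between ‘Bing’ and ‘Rainier’ leaves 321 and 239 genes were called, and between ‘Lapins’ and ‘Rainier’ 222 and 193. In fruit, 688 genes were higher in ‘Bing’ and 457 in ‘Lapins’, 671 in ‘Bing’ and 404 in ‘Rainier’, and 188 in ‘Lapins’ and 152 in ‘Rainier’. The larger side depends on the setting. With 10 reads needed in both libraries, 92 genes were higher in ‘Bing’ fruit and 229 in ‘Lapins’, and 119 in ‘Bing’ and 184 in ‘Rainier’. With p adjusted over genes with reads these numbers were 235 and 283, and 206 and 233. The larger side of each leaf pair turned under the same 2 settings. With TMM library sizes, ‘Bing’ against ‘Rainier’ fruit gave 526 and 506, and ‘Lapins’ against ‘Rainier’ leaf 189 and 243. In all, 1071 genes were called in leaf and 1670 in fruit. Libraries drawn at random from the pooled proportions of a tissue, which differ by counting error alone, gave a mean of 294 called genes in leaf and 328 in fruit. The Z-test compares 2 libraries, not 2 cultivars. With the Z-test p adjusted over genes with reads, 247 genes were called in leaf and 722 in fruit.

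**Figure D2:**
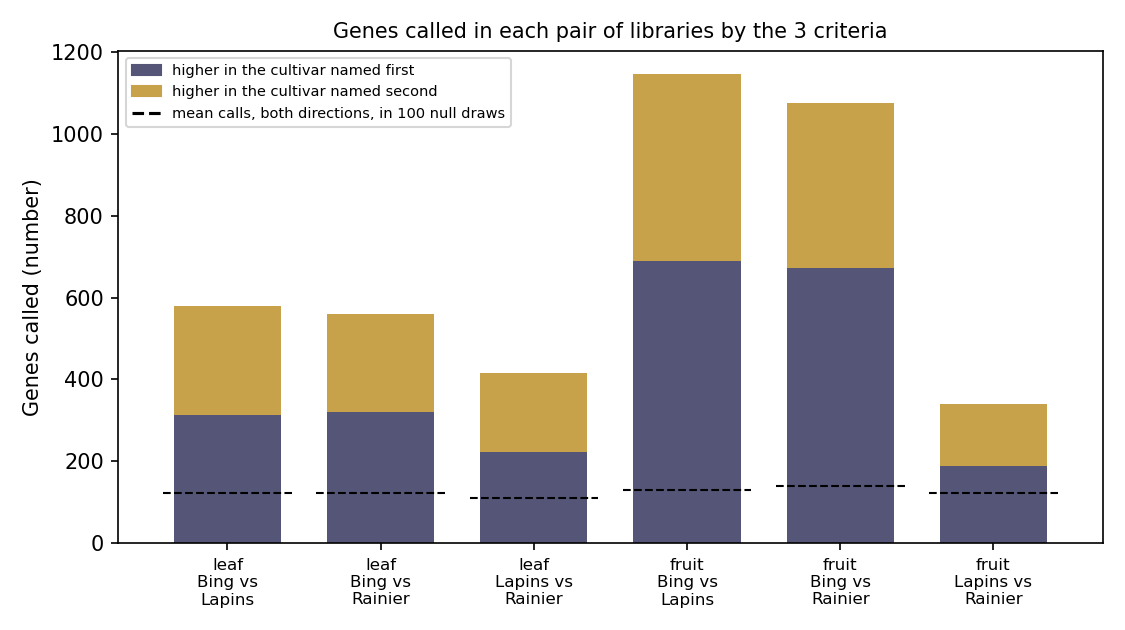
Number of genes called by the 3 criteria (vertical axis) in each pair of libraries; the lower, blue part of a bar counts genes higher in the cultivar named first and the upper, yellow part those higher in the other. Dashed lines give the mean number of calls over 100 draws of libraries from pooled proportions, such as 130 for fruit of ‘Bing’ and ‘Lapins’, where 1145 genes were called.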

Under these criteria, 138 and 52 genes were identified to be differentially represented in the pairwise comparison of the leaf or fruit transcriptome datasets, respectively (Table 2 and Table 3). The transcriptomic analyses for all samples are available in Table S3 and Table S4. 

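In fruit, the flavonoid 3′-monooxygenase gene (Pav_sc0000877.1_g1900.1.br), an enzyme on the way to red cyanidin pigments, had 32 reads in ‘Bing’, 37 in ‘Lapins’ and 4 in bicolour ‘Rainier’. Its share in ‘Lapins’ was 10.4 times that in ‘Rainier’ (exact 95% interval 3.75 to 40.3). Chorismate mutase 2 (Pav_sc0000890.1_g420.1.mk) was lowest in ‘Bing’ fruit, with 29 reads against 59 in ‘Lapins’ (3.18-fold, 2.01 to 5.15) and 75 in ‘Rainier’ (3.58-fold, 2.30 to 5.70). Of 6 genes of the cell wall list with reads in fruit, 2 were called in a pair of fruits. Galacturonosyltransferase-like 1, of a family of wall polysaccharide synthesis, had 37 reads in ‘Rainier’ against 10 in ‘Bing’ (5.12-fold, 2.5 to 11.6) and 13 in ‘Lapins’ (2.52-fold). Cellulose synthase A catalytic subunit 3 had 68 reads against 47 in ‘Bing’ (2.00-fold, 1.36 to 2.97). UDP-glucose 6-dehydrogenase 5, placed in the sugar and acid list only by words of its description, had 16 reads in ‘Lapins’ and 0 in ‘Bing’. Its share was at least 8.34-fold higher in ‘Lapins’, against a floor of 3 reads. ‘Bing’ fruit had more reads of adagio 3, with 37 against 1 in ‘Lapins’ and 2 in ‘Rainier’ (13.4-fold over ‘Rainier’, 3.45 to 114), of hepatoma-derived growth factor-related 2 (38 against 12 and 11), of the ubiquitin ligase RIE1 (33 against 8 and 7) and of the BTB POZ gene NPY1 (33 against 6 in each). The CYP82D47-like gene Pav_sc0000890.1_g1250.1.mk had 128 reads in ‘Bing’ and 44 in ‘Rainier’ (2.10-fold, 1.48 to 3.03). The gene Pav_sc0000890.1_g1120.1.mk, of the same description, had 8 reads in ‘Bing’ and 15 in ‘Lapins’. Allene oxide synthase had 21 reads in ‘Lapins’ and 8 in ‘Rainier’. With p adjusted over all predicted genes, the setting chosen after the data were seen, 3, 6 and 1 described genes were called in the fruit pairs of ‘Bing’ and ‘Lapins’, ‘Bing’ and ‘Rainier’, and ‘Lapins’ and ‘Rainier’. Of the differences given here, those of hepatoma-derived growth factor-related 2, RIE1, NPY1, allene oxide synthase and Pav_sc0000890.1_g1120.1.mk were not among them, nor was galacturonosyltransferase-like 1 between ‘Rainier’ and ‘Lapins’. By tissue and with the 10-read minimum, 399 genes were higher in ‘Bing’ fruit than in both other fruits, 100 in ‘Lapins’ and 51 in ‘Rainier’. In leaf these numbers were 116, 100 and 77. With 10 reads needed in both libraries they were 40, 24 and 10 in fruit and 28, 16 and 25 in leaf. With p adjusted over all predicted genes they were 65, 11 and 5 in fruit and 19, 6 and 9 in leaf. Each pair of comparisons shares a library, and genes lower in a library than in both others were not counted. Draws with counting error alone gave means of 7.94, 12.4 and 12.1 in fruit and 8.72, 11.7 and 11.4 in leaf, and independent lists of those lengths would share 150, 43.7 and 30.6 genes in fruit and 44.7, 32.5 and 26.4 in leaf. Part of the excess may come from the shared libraries.
With leaf and fruit of a cultivar as its libraries and tissue in the model, which leaves 2 residual degrees of freedom, edgeR called 4 genes between ‘Lapins’ and ‘Bing’ and 1 between ‘Rainier’ and ‘Bing’ at an adjusted p under 0.05. None has a description held here, and they are named, after their values were seen, because they are few. Pav_sc0000907.1_g490.1.mk, Pav_sc0000800.1_g310.1.mk and Pav_sc0000638.1_g680.1.mk were higher in ‘Lapins’ than in ‘Bing’ (log2 fold changes 3.73, 3.99 and 3.59). In fruit, Pav_sc0000800.1_g310.1.mk and Pav_sc0000638.1_g680.1.mk had 64 and 116 reads in ‘Lapins’, 5 and 25 in ‘Bing’, and 77 and 180 in ‘Rainier’. In leaf they had 15 and 16 reads in ‘Lapins’, 2 and 0 in ‘Bing’, and 3 and 3 in ‘Rainier’. Pav_sc0000554.1_g050.1.br was higher in ‘Bing’, with 26 reads in leaf and 231 in fruit against 0 and 27 in ‘Lapins’ and 2 and 10 in ‘Rainier’ (adjusted p = 0.0240 and 0.00905). Between ‘Rainier’ and ‘Lapins’ edgeR called 0 genes, with 27 at an unadjusted p under 0.05, and DESeq2 called 0 genes in each of the 3 contrasts.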

Table S5 and Table S6 contain the complete list of genes that are differentially represented in these transcriptome datasets using the pair-wise comparison of the cultivar specific transcriptome datasets of fruit and leaf tissues, respectively.

**Table 2:** Number of genes differentially represented in the pairwise comparison of the fruit transcriptome datasets of three sweet cherry cultivars. The cutoff was: fold of change ≥ 2X and p-value < 0.05.

	**Number of over-represent genes respect to**			
**FRUIT**	**‘Rainier’**	**‘Rainier’ and ‘Bing’**	**‘Bing’**	**Total**
**‘Lapins’**	219	11	11	241
	**‘Lapins’**	**‘Lapins’ and ‘Rainier’**	**‘Rainier’**	
**‘Bing’**	64	65	55	184
	**‘Bing’**	**‘Bing’ and ‘Lapins’**	**‘Lapins’**	
				
**‘Rainier’**	168	5	2	175

**Table 3:** Number of genes with differentially represented in the pairwise comparison of the leaf transcriptome datasets of three sweet cherry cultivars. The cutoff was: fold of change ≥ 2X and p-value < 0.05.

	**Number of over-represented genes respect to**			
**LEAF**	**‘Rainier’**	**‘Rainier’ and ‘Bing’**	**‘Bing’**	**Total**
**‘Lapins’**	90	6	3	99
	**‘Lapins’**	**‘Lapins’ and ‘Rainier’**	**‘Rainier’**	
**‘Bing’**	31	19	10	60
	**‘Bing’**	**‘Bing’ and ‘Lapins’**	**‘Lapins’**	
				
**‘Rainier’**	39	9	10	58

## 2 Experimental design, materials, and methods

### 2.1 Plant material

Sweet cherry leaf and fruit samples from the ‘Bing’ cultivar were collected from La Palma Experimental Station, Faculty of Agronomy PUCV, Quillota (latitude 32º 54׳ S and longitude 71º12׳ W). Samples from the ‘Lapins’ cultivar were collected from Los Andes (latitude 32°49׳ S and longitude 70°35׳ W). Samples from the ‘Rainier’ cultivar were collected from San Francisco de Mostazal (latitude 33°59׳ S and longitude 70°41׳ W). The fruits from these three cultivars were harvested at commercial maturity. All the fresh samples were frozen in liquid nitrogen and stored at -80°C until used for total RNA isolation. These cultivars were selected because they are commercially important cultivars that have contrasting pre- and post-harvest fruit quality (Table S1).

### 2.2 Library construction and deep sequencing

The total RNA was isolated using the protocol of Meisel et al. [5]. The quality and quantity of RNA was determined spectrophotometrically (A260/A280 = 1.8 and A260/A230 = 2.0) and electrophoretically using denaturing formaldehyde agarose gel.

Library construction and 454 FLX deep sequencing (454 Life Sciences, Roche) was performed by the Center for Integrated Biotechnology, Washington State University, using 1/8 plate. Trimming and quality filters were applied to the sequences using the CLC Genome Workbench software, version 11.0.1 (CLC Bio [http://www.clcbio.com]) [6].

### 2.3 RNA sequence analysis

The predicted coding sequences within the *Prunus avium* genome (43,673 predicted genes [1]) were used as reference sets to map the transcripts of these transcriptome datasets. The sequences from each cultivar and tissue were separately mapped against the corresponding reference transcriptome using RNA-seq function of the CLC Genome Workbench version 11.0.1 under the following parameters, similarity: 0.9; length fraction: 0.6; insertion/deletion cost: 3; mismatch cost: 3 and unspecific match limit: 10.

The relative transcript abundance in these datasets were obtained as the unique number of reads mapped to each gene. The transcript abundance in these datasets were compared using a Z-Test [7]. This test compared read counts by considering the proportions in which they make up the total sum of counts in each dataset, correcting for the size of the dataset. For visual inspection, the relative transcript abundance values were transformed using the Log10 method and then normalized by the Quantile method that was the best to fit the result [8], [9].

### 2.4 Functional annotation

Functional annotation was performed on the genes differentially represented in the pairwise comparison of the leaf and fruit transcriptome datasets, using the coding regions predicted in the *Prunus avium* genome [1] and the Blast2GO CLC plugin version 1.11.9 [10] as described in [11]. A best-hit annotation was determined for the differentially represented gene sets by using these genes in a BLASTX (version 2.6.0) analysis against the nr NCBI database with an e-value cutoff of 1e^-6^. INTERPROSCAN analysis (version 5.31-70) with Blast2GO default parameters were also performed [12]. Blast2GO was also used for gene ontology mapping, with the program defaults being applied for all annotation steps and a False Discovery Rate (FDR) cut-off at the 0.05% probability level. The data from the INTERPRO terms, enzyme classification codes (EC), and metabolic pathways (KEGG, Kyoto Encyclopedia of Genes and Genomes) were merged with GO terms to provide a larger accumulation of evidence to support the annotations represented in the supplemental tables (Table S2).

## Appendix B Supplementary materials

The following KMZ files contain the Google maps of the most important areas described in this article.

Map KMZ file containing the Google map.

# Supplementary material for: Transcriptome datasets from leaves and fruits of the sweet cherry cultivars ‘Bing’, ‘Lapins’ and ‘Rainier’
**Source:** Data Brief. 2019 Jan 22;23:103696. doi: 10.1016/j.dib.2019.01.044
**Supplement:** Supplementary file 1 — Supplementary material

**Submission declaration and verification**

The work described in this manuscript has not been published previously (except in the form of an abstract, a published lecture or academic thesis) that it is not under consideration for publication elsewhere, that its publication is approved by all authors and tacitly or explicitly by the responsible authorities where the work was carried out, and that, if accepted, it will not be published elsewhere in the same form, in English or in any other language, including electronically without the written consent of the copyright-holder.

How the deposited data were processed for this re-analysis (not part of the article)

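RNA of leaves and fruits of ‘Bing’, ‘Lapins’ and ‘Rainier’ was measured in 6 libraries, 1 for each cultivar and tissue, from the 2012 season. The paper states that reads were trimmed and mapped in CLC Genome Workbench 11.0.1 to 43673 predicted coding sequences, with a similarity of 0.9, a length fraction of 0.6, insertion, deletion and mismatch costs of 3 and an unspecific match limit of 10. For each library the authors deposited counts of unique reads and of total reads per gene, whole numbers that are not normalised. The deposited files also hold TPM and RPKM, which were not used here. No gene had a value missing, and each file listed the same 43673 genes.

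Unique reads were used as the paper's methods describe. For each pair of cultivars within a tissue, the Z-test of Kal et al. compared a gene's reads as a proportion of the library sum, and a gene was called at p of at most 0.05, a ratio of at least 2 and at least 10 reads in at least 1 of the libraries. The ratios carry exact (Clopper-Pearson) 95% intervals, which cover counting error and no difference between plants. A fold against 0 reads was computed against a floor of 3 reads. Fruit and leaf were compared with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood test, TMM, filterByExpr by tissue, Benjamini-Hochberg adjusted p under 0.05), with the 3 cultivars as replicates of each tissue. The same tool with tissue and cultivar in the model compared cultivars. The square root of the common dispersion was 0.361 in the fruit and leaf fit. Principal components were computed on log10(reads + 1) after quantile normalisation, over genes with at least 1 read. The Python steps used numpy, scipy, pandas and matplotlib.

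Leaf and fruit of a cultivar come from the same cultivar and site, so the libraries are paired by the design. Their deviations from the tissue means correlated at 0.145 in ‘Bing’, -0.0410 in ‘Lapins’ and 0.0877 in ‘Rainier’. These values lie within the range for leaf and fruit of different cultivars, -0.245 to 0.233, and so show no effect of the pairing. The labels do not say whether material of several trees was pooled, so p-values from edgeR and DESeq2 measure the spread between these libraries. Those of the Z-test and of the exact tests cover counting error alone.

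The tests were tried on simulated data with 200 changed genes. For fruit against leaf, edgeR recovered 76.5% of 4-fold changes with 7 false calls among 1864 genes, and 98.0% of 8-fold changes with 5. For ‘Rainier’ against ‘Bing’ it recovered 90.0% of 8-fold changes with 6 false calls. The Z-test on 43673 genes, for leaf of ‘Bing’ and ‘Rainier’, recovered 64.0% of 2.5-fold changes with 140 false calls and 91.5% of 5-fold changes with 124. For fruit of the same pair it recovered 68.0% with 136 and 88.5% with 152. The libraries simulated for the Z-test differed by counting error alone, whereas those for edgeR also held the spread between libraries. The false calls of the Z-test therefore leave that spread out and do not carry over to real pairs of libraries. The edgeR simulation set the spread of a gene by its read level alone, and started each gene at the same level in fruit and leaf. Its changes between ‘Rainier’ and ‘Bing’ were equal in both tissues. Its recoveries may therefore be higher than those in the real libraries.

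Names came from the 581 rows of Table S2 used here. No identifier of the reference gene table matched a gene of the files. Before the data were examined, the genes to be named were set as follows. For fruit against leaf these were up to 12 described genes per direction with the largest fold. For each pair these were up to 5 described genes per direction with the most reads, of which the text gives a part. For the cultivar contrasts these were up to 5 described genes per direction with the smallest p. Without a description, 2 identifiers per direction were named for fruit against leaf, by the smallest p. The 9 gene lists were also set then, as were the alternatives other than adjustment of the Z-test p over all predicted genes. The lists were photosynthesis and chloroplast; cell wall loosening and pectin; hormones of ripening and growth; flavonoid and carotenoid pigments; cuticle, wax and water; sugar and acid metabolism; defence and allergens; translation and protein folding; and reproductive and seed tissue. No set test was run on them, since Table S2 was held in part. Alternatives covered other count minimums, Fisher's exact test, adjusted p, TMM or upper-quartile scaling, thinning, total reads, DESeq2 1.42.0, the likelihood ratio test, no filter on low counts, the cultivar as a block, and leaving out each library.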

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

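The test of equal ratios and the count of other splits were chosen after the reads had been seen. The ratio between cultivars differed between leaf and fruit in 8 of 61 gene and pair combinations, by an exact test of equal ratios with Benjamini-Hochberg adjustment. The 61 were the described genes called in at least 1 tissue of the pair, a choice that itself favours a difference between the tissues, so 8 of 61 is not a rate. Among 221 combinations chosen by reads alone, with 10 reads in at least 1 of the 4 libraries, 5 passed, each of them among the 8. The other 3 did not pass there, with adjusted exact p of 0.0527 for chorismate mutase 2 between ‘Lapins’ and ‘Rainier’, 0.0634 for allene oxide synthase between ‘Lapins’ and ‘Rainier’ and 0.0748 for NPY1. The values that follow are adjusted over the 61. Each arm is 1 library, so the test covers counting error, and no explanation was tested for these genes.

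WRKY transcription factor 40 (Pav_sc0000890.1_g500.1.mk) was called in opposite directions in leaf and fruit between ‘Bing’ and ‘Lapins’. Its share in ‘Bing’ was 4.49 times that of ‘Lapins’ in leaf and 0.400 times in fruit (57 and 10 reads, then 10 and 16; adjusted exact p = 8.38e-05), and 1.87 times, which was not called, and 0.301 times that of ‘Rainier’ (adjusted exact p = 0.000529). Allene oxide synthase (Pav_sc0000890.1_g1300.1.mk), an enzyme of jasmonate synthesis, had unequal ratios and was called in 1 tissue of each pair. ‘Bing’ was at 2.72 times ‘Lapins’ in leaf and, not called, 0.518 times in fruit (adjusted exact p = 0.00914). ‘Lapins’ was, not called, at 0.525 times ‘Rainier’ in leaf and 2.96 times in fruit (adjusted exact p = 0.0175).

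Chorismate mutase 2 (Pav_sc0000890.1_g420.1.mk) was 2.45 times as high in ‘Bing’ as in ‘Lapins’ in leaf and 0.314 times in fruit (adjusted exact p = 7.15e-05). Between ‘Lapins’ and ‘Rainier’ its ratio was 0.250 in leaf and 0.888 in fruit (adjusted exact p = 0.0146). The CYP82D47-like gene Pav_sc0000890.1_g1250.1.mk had a ratio of ‘Bing’ to ‘Lapins’ of 0.157 in leaf, from 2 and 10 reads, and 1.57 in fruit, from 128 and 52 (adjusted exact p = 0.0110). The BTB POZ gene NPY1 (Pav_sc0000890.1_g380.1.mk) had a ratio of ‘Bing’ to ‘Rainier’ of 0.158 in leaf, from 1 and 5 reads, and 3.97 in fruit, from 33 and 6 (adjusted exact p = 0.0206).

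The paper does not test fruit against leaf, where edgeR called 852 genes at an adjusted p under 0.05. The 9 other splits of the 6 libraries into 3 and 3 called 0 genes each. Each of them puts leaf and fruit libraries in the same group, so the tissue difference itself enters the spread within groups. Their 0 calls therefore do not bear on whether the 852 arose by chance. With 10 splits, of which the real one is 1, no share under 0.05 can be reached. Of the other splits, those that part every pair of leaf and fruit of a cultivar also called 0 genes.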

How the results depend on the processing

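The direction of the 19 genes named between fruit and leaf, of the 50 gene and pair combinations named by the rule and of the 5 genes and contrasts named between cultivars was kept under every alternative run for them. For the 50 combinations, only TMM sizes, thinning and total reads could have turned a direction. The other settings compare the same reads over the same library sums, so the direction was fixed there and its keeping is no check. Of 19 genes named between fruit and leaf, all but 1 passed the threshold with DESeq2, with no filter and with the cultivar as a block, the exception in each being beta-adaptin B. The block gave 850 calls against 852. Leaving out a library gave 830 to 1123 calls, 3 to 8 for the chloroplast list, 2 to 3 for cell wall, 1 to 2 for pigments, 0 to 1 for defence and 0 for the other lists. Xyloglucan endotransglucosylase hydrolase 28 did not pass without ‘Bing’ or ‘Rainier’ leaf, transmembrane 9 member 8 without ‘Lapins’ or ‘Rainier’ leaf, and OBERON 3 without ‘Rainier’ fruit. Adjusted over the list alone, 2 hormone genes were lower in fruit without ‘Lapins’ leaf. No setting moved the numbers of genes with reads by more than 1.5 times.

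With no filter, 16519 genes were tested and 1957 called between fruit and leaf, with 10 in the chloroplast list, 4 in cell wall, 2 in pigments and 1 each in cuticle, defence and reproductive tissue, 4 for ‘Rainier’ against ‘Bing’ and 3 against ‘Lapins’. DESeq2 called 0 genes for ‘Lapins’ or ‘Rainier’ against ‘Bing’, the likelihood ratio test 9 and 5, and upper-quartile scaling 6 for ‘Rainier’ against ‘Bing’.

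Pairs follow in the order ‘Bing’ and ‘Lapins’, ‘Bing’ and ‘Rainier’, ‘Lapins’ and ‘Rainier’, any. With 10 reads in both libraries, leaf gave 173, 171, 120 and 327 calls and fruit 321, 303, 96 and 501. With no minimum leaf gave 1041, 997, 895 and 2098, and fruit 605 for ‘Lapins’ and ‘Rainier’ and 2630 for any. With p adjusted over genes with reads leaf gave 152, 126, 51 and 247 and fruit 518, 439, 44 and 722. Adjusted over all predicted genes, a setting chosen after the data were seen, leaf gave 106, 77, 28 and 160 and fruit 347, 293, 29 and 477. The same with no minimum gave 106, 77, 28 and 160 in leaf and 359, 293, 29 and 487 in fruit. Of the 50 combinations, 27 were no longer called with 10 reads in both libraries, 35 with p adjusted over genes with reads, 41 over all predicted genes, 8 after thinning, 7 with the fold on raw reads, 4 with TMM sizes, 4 with Fisher's exact test and 1 with total reads. Which cultivar had more calls turned, in the same order of pairs, in each leaf pair with 10 reads in both (84 and 89, 69 and 102, 57 and 63), with p adjusted over genes with reads (70 and 82, 49 and 77, 20 and 31) and over all predicted genes (50 and 56, 29 and 48, 9 and 19). In fruit it turned in both ‘Bing’ pairs under these settings, with 129 and 218 and then 120 and 173 over all predicted genes, 129 and 230 without the minimum. It also turned for ‘Bing’ and ‘Lapins’ fruit with no minimum (817 and 830), ‘Lapins’ and ‘Rainier’ leaf with TMM sizes (189 and 243) and the same pair in fruit with the fold on raw reads (160 and 164).

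The first component held 34.4% with scaled genes, 60.5% with 10 reads summed, 56.7% on log2 CPM and 49.5% with a pseudocount of 0.5. The second held 18.5% with scaled genes, 12.6% with 10 reads summed and 14.9% after thinning. Leaf and fruit stayed apart on the first and ‘Bing’ on the second in every setting run. Beyond the numbers of genes tested and the thresholds themselves, the cause was not tested.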

Differences from the paper's values

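The counts of Tables 2 and 3 are set beside values made with the paper's 3 criteria, with p unadjusted and 10 reads in at least 1 library. For fruit of ‘Lapins’, the paper's values are 219 genes over ‘Rainier’ alone, 11 over both and 11 over ‘Bing’ alone, against 88, 100 and 357 here. For fruit of ‘Bing’, the paper's values are 64 over ‘Lapins’ alone, 65 over both and 55 over ‘Rainier’ alone, against 289, 399 and 272. For fruit of ‘Rainier’, the paper's values are 168 over ‘Bing’ alone, 5 over both and 2 over ‘Lapins’ alone, against 353, 51 and 101. For leaf of ‘Lapins’, the paper's values are 6 over both and 3 over ‘Bing’ alone, against 100 and 166. For leaf of ‘Bing’, the paper's values are 31, 19 and 10, against 197, 116 and 205. For leaf of ‘Rainier’, the paper's values are 39, 9 and 10, against 162, 77 and 116. The paper's 90 for leaf of ‘Lapins’ over ‘Rainier’ alone is within 1.5 times of the 122 found here.

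Of the alternatives set before the data were examined, 10 reads in both libraries brought 4 of the 18 values within 1.5 times (‘Bing’ fruit over ‘Lapins’ and over ‘Rainier’ alone, ‘Rainier’ fruit over ‘Bing’ alone, ‘Bing’ leaf over both). Adjustment over genes with reads brought 5 (‘Lapins’ fruit over both, ‘Rainier’ fruit over ‘Bing’ alone and over both, ‘Bing’ leaf over ‘Lapins’ alone and over both). With no minimum, ‘Lapins’ fruit over ‘Rainier’ alone came to 206, and with the fold on raw reads ‘Rainier’ fruit over ‘Bing’ alone came to 237. Fisher's exact test, TMM sizes, thinning and total reads brought none of the values that differ within 1.5 times, and neither did 10 reads summed. Each value not named here differs under every alternative set then.

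A setting chosen after the values were seen, the Z-test p adjusted over all 43673 genes with no count minimum, gave 14 of the 18 values as printed. With the outer columns of both ‘Lapins’ rows exchanged, 17 of 18 were equal. On that reading 219 genes in fruit were over ‘Bing’ alone and 11 over ‘Rainier’ alone, and in leaf 50 over ‘Bing’ alone and 3 over ‘Rainier’ alone, where the paper's value is 90. With the 10-read minimum kept, 16 were equal and the 219 became 207. The number of the paper's own called genes that this drops cannot be given, since its gene lists were not used here.

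The paper's text gives 138 genes in leaf and 52 in fruit, and does not say whether these count genes called in any pair. Single fruit cells of its Table 2 are larger than 52, so 52 cannot be that count. Genes called in any pair numbered 1071 in leaf and 1670 in fruit here, a measure that may differ from the paper's. No alternative set before the data were examined came within 1.5 times. The adjustment over all predicted genes, chosen after the values were seen, gave 160 in leaf with or without the minimum, within 1.5 times, and in fruit 477 with the minimum and 487 without.

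The first component holds about 34% in Fig. 1, read by eye, and 53.0% here. With each gene scaled (34.4%) or a pseudocount of 0.5 (49.5%) the values are within 1.5 times; with 10 reads summed, log2 CPM or thinning they are not.

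Table 1 of the paper lists 50141 raw reads for ‘Rainier’ fruit, fewer than the 146776 reads it lists there after filtering. The raw reads of Table 1 sum to 856609, and the total in the paper's text leaves 150141 for this library.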

Other observations

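The overlap of leaf and fruit calls and the tests of coding length, of variants and of repeated thinning were chosen after the result was seen, and so were the genes weighed here. Cultivar differences were compared between tissues, which share no library. Among 1479 genes with 10 reads in at least 1 library in each tissue, 72 were called in the same direction between ‘Bing’ and ‘Rainier’ in leaf and fruit, against 46.4 for independent lists, and 29 in opposite directions against 44.6. For ‘Bing’ and ‘Lapins’, 71 of 1512 genes had the same direction against 51.4, and 51 the opposite against 51.3. For ‘Lapins’ and ‘Rainier’, 11 of 1039 had the same direction against 11.0. Described genes of the first kind were adagio 3 and hepatoma-derived growth factor-related 2, higher in ‘Bing’, and a CYP82D47-like gene higher in ‘Lapins’ (Pav_sc0000890.1_g1120.1.mk; 0, 14 and 3 reads in leaves, 8, 15 and 9 in fruits).

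Genes under the filter for the fruit and leaf test were named after their reads were seen. With no filter, edgeR called Pav_sc0000877.1_g940.1.mk, a photosynthetic NDH subunit, with 4, 10 and 9 reads in leaves and 0 in each fruit (adjusted p = 4.1e-05). A pectinesterase, which removes methyl groups from pectin (Pav_sc0000893.1_g020.1.mk), had 10, 7 and 2 reads in leaves and 0 in each fruit (adjusted p = 0.00036). The galacturonosyltransferase-like gene had 5 reads in leaves and 60 in fruits (Pav_sc0000890.1_g1520.1.mk; adjusted p = 6.82e-05). The flavonoid 3′-monooxygenase gene had 15 and 73 reads (Pav_sc0000877.1_g1900.1.br; adjusted p = 0.00975), where ‘Rainier’ had 4 in each tissue.

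Fruit of ‘Bing’ had 399 genes above both other fruits, against 100 in ‘Lapins’ and 51 in ‘Rainier’, and with 10 reads in both libraries 40 against 24 and 10. A comparison with counting error, set first, decides nothing, since ‘Lapins’ and ‘Rainier’ exceed it too. Genes below both other fruits were not counted. ‘Lapins’ fruit had 357 genes over ‘Bing’ fruit alone and ‘Rainier’ fruit 353. With p adjusted over all predicted genes, ‘Bing’ fruit was the smaller side of both its pairs, 129 against 218 and 120 against 173. Over 100 thinnings to a same number of reads, genes above both others numbered at least 268 in ‘Bing’ and at most 96 in the other fruits. Depth is therefore not the whole cause of that number. With TMM sizes as well it was at least 187 against at most 95, so a few abundant genes are not the whole cause either. A dependence on coding length stays open, since a length was held for 1.5% of these genes. In 66 genes with a length, the log ratio of ‘Bing’ fruit to the others rose with length (Spearman 0.289 across genes, bootstrap 95% interval 0.0616 to 0.486), and in 56 genes so did that of ‘Bing’ leaf (0.351, 0.116 to 0.558). The same ratio fell with length in ‘Lapins’ fruit (-0.324, -0.495 to -0.113) and ‘Rainier’ leaf (-0.290, -0.528 to -0.0189), and had intervals across 0 in ‘Rainier’ fruit (-0.0321, -0.272 to 0.210) and ‘Lapins’ leaf (-0.0435, -0.299 to 0.226). The ratios of a tissue share their libraries, and genes are not independent replicates. Cultivar and site stay open too, untested. Other differences between the libraries were not tested either, among them read length, which by the paper's values is longest in ‘Bing’ in both tissues.

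The low flavonoid 3′-monooxygenase reads of ‘Rainier’ fruit may reflect its cultivar, a hypothesis that the design cannot part from the site. ‘Bing’ and ‘Lapins’ together had 7.60 times the share of ‘Rainier’ in fruit (2.84 to 28.7) and 1.21 times in leaf (0.360 to 5.23). The gene had no non-specific reads in any library, with ‘Rainier’ fruit at 0.173 of the lower of the other fruits in total reads, and it was called in 2 of 2 pairs after thinning, which argues against shared reads and depth. A variant that keeps ‘Rainier’ reads from mapping cannot be told apart, because ‘Rainier’ leaf had 4 reads. The ratios differed by a test over the pooled reads (exact p = 0.0264), though less clearly in a simulation that adds the spread between libraries from edgeR (p = 0.0822). By the criterion first written the exact p would have excluded a variant. After the counts were seen, a p under 0.05 in the simulation was also required, which was not met. A minimum of 10 reads in leaf was added then too, since counts of 4 to 6 lie near the floor of 3.

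Adagio 3 was higher in ‘Bing’, by 2.40 times over ‘Lapins’ and ‘Rainier’ together in leaf (1.38 to 4.25) and 16.8 times in fruit (5.32 to 85.1). Depth does not account for it, with 4 of 4 pairs called after thinning. A variant in the other cultivars alone would give equal ratios, and the ratios differed over the pooled reads (exact p = 0.000971), also with the spread between libraries added (p = 0.0174 by simulation), though not by pair after adjustment over the 221 combinations chosen by reads (adjusted exact p = 0.299 against ‘Lapins’ and 0.445 against ‘Rainier’). Relatives of adagio 3 take part in the daily clock, so a difference in the hour of harvest is a candidate explanation, as are cultivar and site; the labels used here give no hour, and none of these was tested.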
